A study of Homo sapiens with 18 samples.

How the data were processed

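RNA was measured in 3 cell types and in 2 cell fractions, with 3 libraries per group and 18 libraries in 6 groups. The cell types were H9 human embryonic stem cells held in RSeT medium (naive), H9 cells held in mTeSR medium (primed) and lung fibroblasts. The labels also give H9 as the line of the fibroblast libraries, which conflicts with their title and cell type, and those were followed. Per the labels' protocols, cells were separated by a chromatin extraction, RNA was extracted with an RNeasy kit, and libraries were made with the NEBNext Ultra II Directional kit. The labels state no removal of rRNA, no aligner, no counting tool, no genome build, no annotation and no rule for reads that map to several places. Genes with near-identical copies, overlapping genes and copies of a repeat are therefore uncertain where reads could have been split between them.

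The deposited values are raw counts, in whole numbers, in 1 table of 59251 genes and 1 table of 15600 repeats. In the repeat table all copies of a repeat share a single entry, and 14233 of the entries are simple or low-complexity repeats. Alpha satellite is the entry ALR/Alpha. Each column was matched to its sample by the library name that the labels give, and 0 columns were left without a sample. Of the gene symbols, 57842 (97.6%) were found in the RefSeq table of assembly GRCh38.p14, which was used for gene types and gene lengths only. No coordinates are given, because the tables name no build.

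The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each table was fitted with edgeR's quasi-likelihood test over all 18 libraries, with 1 mean per group. Low counts were removed with filterByExpr at its minimum count of 10, which left 21200 genes and 4428 repeats, and each table was scaled by TMM (trimmed mean of M values) on its own counts. P-values were two-sided and adjusted by the Benjamini-Hochberg method within a comparison, with 0.05 as the threshold. There were 12 comparisons per table: 3 of cell types in chromatin, 3 of cell types in the cytosol, 3 of chromatin against cytosol within a cell type, and 3 interaction terms that compare the chromatin/cytosol ratio between cell types. The standard error (SE) of a log2 fold change is the size of the value fitted without a prior count, divided by the square root of the F statistic. The printed log2 fold changes include edgeR's prior count, which draws them toward 0. At low counts the SE is therefore not exactly that of the printed value. CPM values are the counts scaled to a common library size after TMM, as edgeR's cpm function gives them. A fold change against a group in which each library had 3 counts or fewer is given as a lower bound, computed against 3 counts. Shares of counts in a single library carry a 95% Wilson confidence interval.

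Which results, lists and alternatives were reported was fixed before the data were examined, with 1 alternative added later. The named genes followed a rule set at that time. They are members of fixed lists (naive-state, primed-state, shared pluripotency, fibroblast, chromatin-retained RNA, cytosolic mRNA, perinucleolar compartment and rRNA synthesis, satellites, and a wider list of fixed repeats that includes the satellites). To these were added, in the 3 chromatin comparisons of cell types and the 3 comparisons of fractions, the 3 genes and the 3 repeats (simple repeats aside) that changed most in each direction. These had to have an adjusted p under 0.05, a mean log2 CPM of at least 3 and no overlap between the groups. Genes on sex chromosomes that could tell of a donor were not named. Which members of a list are printed was decided after their values were seen. RNA45SN4 was also added after its values were seen, as the copy with the most counts among the 5 pre-rRNA genes in the table, 4 of which were tested.

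The alternatives were DESeq2, median-of-ratios size factors in place of TMM, no filter on low counts, a fit to the compared groups only, a replicate block, an absolute log2 fold change of at least 1, and 18 fits that each left out 1 library. A fit of the gene ratio of naive against primed cells without both libraries of primed replicate 1 was added after the data were seen. For genes, a further alternative left out 37 mitochondrially encoded genes and 596 rRNA genes. For repeats, the further alternatives were the TMM factors of the gene table, scaling by the total counts of genes and repeats, and leaving out 14320 simple and small-RNA repeats. A single value was compared between groups with a two-sided exact permutation test. With 3 libraries against 3, the smallest p that this test can give is 0.1.

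The replicate numbers were tested for pairing by correlating, over genes, the deviations of same-numbered libraries from their group means. The chromatin and cytosol libraries of naive cells paired, with correlations from 0.34 to 0.59 in the 3 pairs. No label says that a number marks a shared culture. Elsewhere the libraries shared only a number.

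The fits were tested on simulated counts drawn from the means and library sizes of the real samples with seed 11. Primed chromatin was given the means of naive chromatin, and 200 genes or repeats were then changed 4-fold, in alternating directions. Only naive against primed chromatin was tested. Far fewer entries changed than were called in the real data, so the simulation does not cover shifts from scaling, nor the other comparisons. In genes, edgeR recovered 195 of the 200 (97.5%) with 17 false calls (8.02% of its calls) among 20841 tested, and DESeq2 recovered 193 with 9 false calls among 21200. In repeats, edgeR recovered 197 of the 200 with 13 false calls (6.19%) among 4009 tested, and DESeq2 recovered 198 with 3 false calls among 4428. The false share of edgeR was above the rate that the threshold of 0.05 sets.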

Results

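Chromatin-associated and cytosolic RNA was sequenced from naive H9 embryonic stem cells, primed H9 cells and lung fibroblasts, with 3 libraries in each of the 6 groups. Naive and primed cells are 2 culture states of human pluripotent cells, held in different media. The title of the study concerns alpha satellite RNA, the transcript of the centromeric repeat, and rRNA expression in naive cells. The comparisons between cell types ask which RNAs differ between naive cells and the other cells, and those between fractions ask which RNAs stay with chromatin.

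Gene counts per library ranged from 208564 in primed chromatin replicate 2 to 25785272 in naive chromatin replicate 1. The next lowest libraries were fibroblast cytosol replicates 3 and 1, with 2689275 and 2762863 gene counts. Counts in repeats ranged from 141662, again in primed chromatin replicate 2, to 40755565 in primed cytosol replicate 3. The number of genes with at least 1 count was 14977 in primed chromatin replicate 2 and from 16440 to 30807 in the others. The 28S and 18S rRNA entries held from 1.59% of repeat counts (Wilson interval 1.58% to 1.60%) in naive chromatin replicate 3 to 97.1% (97.1% to 97.1%) in fibroblast cytosol replicate 2. Mitochondrially encoded genes held 15.4% (15.4% to 15.4%) of gene counts in primed chromatin replicate 1 and 0.728% (0.724% to 0.731%) in primed cytosol replicate 1. In primed replicates 2 and 3 the order was the opposite, with 2.66% and 4.64% in chromatin and 7.75% and 8.36% in the cytosol. The pre-rRNA share in primed replicate 1 was 3.9% in chromatin and 0.129% in the cytosol, the same order as in the other replicates. Intervals cover counting error only. Every pair of libraries in a group differed by more than sampling noise, with a chi-square per degree of freedom from 2.48 to 319.

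**Figure D1:**
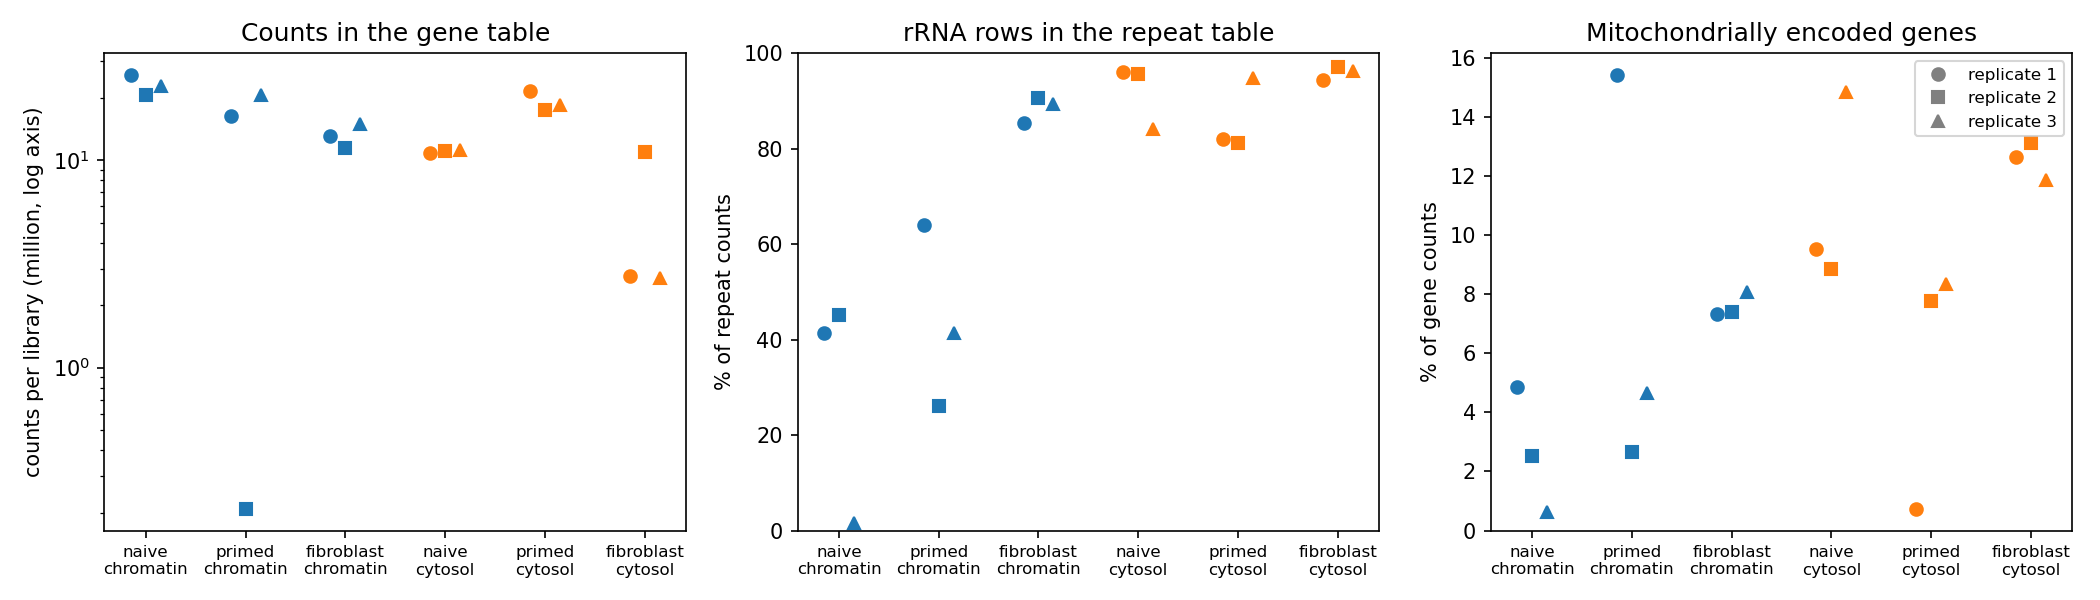
Each point is 1 library, placed by group on the x axis, with chromatin in blue, cytosol in orange and the replicate number as the symbol. The y axes give gene counts per library, scaled as marked on the axis (log axis), the rRNA share of repeat counts in percent and the mitochondrial share of gene counts in percent. Primed chromatin replicate 2 had 208564 gene counts, and primed chromatin replicate 1 had a mitochondrial share of 15.4%.

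In chromatin, alpha satellite RNA (ALR/Alpha) had a mean of 6289 CPM ± 2667 (SD, n = 3) in naive cells, 71.3 ± 8.13 in primed cells and 192 ± 10.8 in fibroblasts. The log2 fold change of naive against primed chromatin was 6.48 (SE 0.55, edgeR adjusted p 9.28e-06), an 89.2-fold difference. Each of the 3 naive libraries exceeded each of the 3 primed libraries, and the exact permutation p was 0.1, the smallest possible. Of the 1236 tested repeats that were not simple repeats, ALR/Alpha had the highest fold change in this comparison. The alternative that moved this value most was leaving out naive chromatin replicate 2, which gave 6.10. Over the 14 alternatives the value lay between 6.10 and 6.75. Against fibroblast chromatin the naive value was 5.03 (SE 0.51, adjusted p 4.22e-06), and 14 of 14 alternatives were also under 0.05. Primed chromatin was below fibroblast chromatin by -1.445 (SE 0.45, adjusted p 0.0379). That last call was lost in each of the 6 fits that left out a chromatin library, where the values lay between -1.491 and -1.315, and only 6 of the 14 alternatives had an adjusted p under 0.05. Scaling by total counts reversed it to 0.51.

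In the cytosol, alpha satellite RNA had a mean of 1517 CPM ± 964 (SD, n = 3) in naive cells, 35.9 ± 4.86 in primed cells and 156 ± 30.7 in fibroblasts. The log2 fold change was 5.40 (SE 0.52, edgeR adjusted p 3.9e-05) for naive against primed cells and 3.28 (SE 0.47, adjusted p 0.000252) for naive cells against fibroblasts. It was -2.125 (SE 0.46, adjusted p 0.00489) for primed cells against fibroblasts, and -0.29 with an adjusted p of 0.652 under scaling by total counts, the highest adjusted p among its 14 alternatives, of which the lowest was 1.78e-10.

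Chromatin exceeded cytosol in alpha satellite RNA by 2.05 on the log2 scale in naive cells (SE 0.45, edgeR adjusted p 0.0016). In primed cells the difference was 0.975 (SE 0.45, adjusted p 0.102) and in fibroblasts 0.29 (SE 0.44, adjusted p 0.646). The naive call was lost in the fit to the compared groups only, with a value of 1.99 and an adjusted p of 0.0899, in a range over its alternatives from 1.4e-21 to 0.0899. The naive value ranged from 1.38 without simple and small-RNA repeats to 4.45 under scaling by total counts, with the call kept in both. The primed difference passed the threshold under 5 of 14 alternatives. The fibroblast difference turned to -0.50 when simple and small-RNA repeats were left out, and scaling by total counts gave 2.02. The test of the ratio itself found no difference between cell types past the threshold. The ratio of naive cells exceeded that of primed cells by 1.08 (SE 0.62, adjusted p 0.373) and that of fibroblasts by 1.76 (SE 0.62, adjusted p 0.125), and primed cells exceeded fibroblasts by 0.68 (SE 0.63, adjusted p 0.636). With the replicate block, which pairs the fractions by number and for which the numbers paired only in naive cells, naive against primed was 1.25 with an adjusted p of 6.22e-05 (range over the 20 alternatives 6.22e-05 to 0.674). Naive against fibroblast was 1.93 with an adjusted p of 1.65e-10 under the block (range 1.65e-10 to 0.358). Without naive cytosol replicate 3 the latter was 2.28, with an adjusted p of 0.0436.

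**Figure D2:**
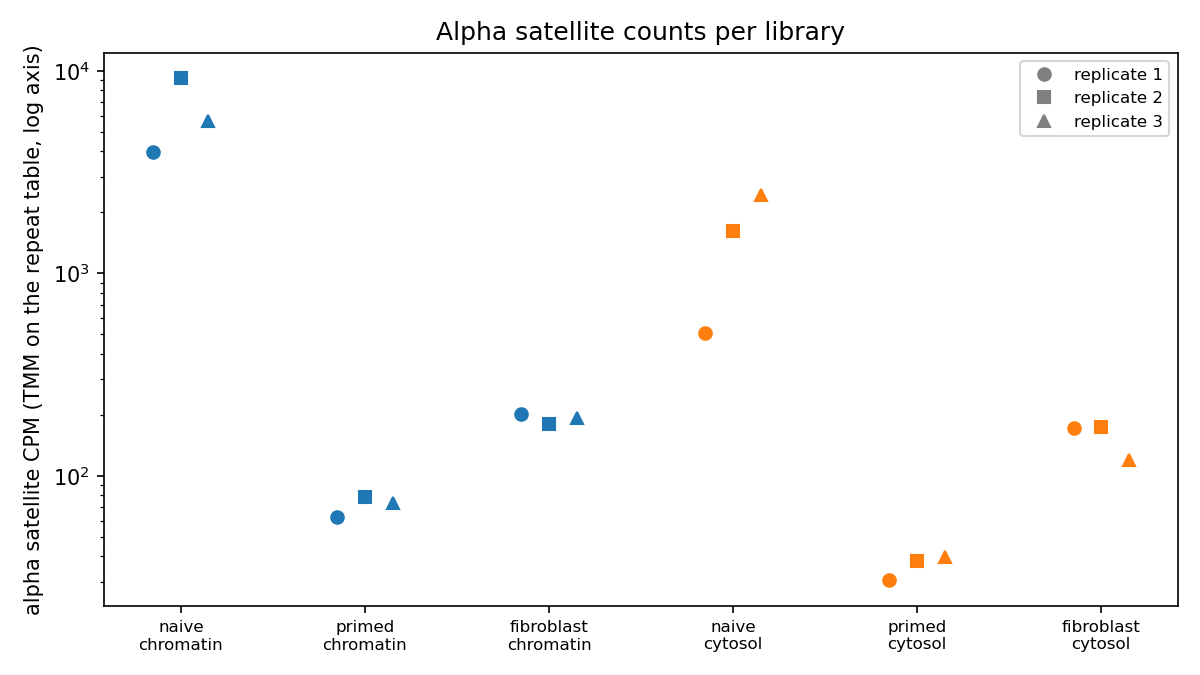
Each point is the alpha satellite value of 1 library in CPM, scaled by TMM on the repeat table (log axis), by group on the x axis, with chromatin in blue, cytosol in orange and the replicate number as the symbol. The 3 naive chromatin libraries lie between 3984 and 9210 CPM and the 3 primed chromatin libraries between 62.4 and 78.4 CPM.

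Between naive and primed chromatin, 3395 genes were higher and 4577 lower in naive cells among 21200 tested (edgeR adjusted p under 0.05). The alternative that moved this count of 7972 most was leaving out primed chromatin replicate 1, which gave 4143 genes, of which 3976 were among the 7972. The direction of the majority depended on the scaling. With median-of-ratios size factors, which moved the median of all genes by 0.165 on the log2 scale, 4307 genes were higher and 3711 lower. Without mitochondrial and rRNA genes, which moved it by 0.184, 4486 were higher and 3494 lower. Among the abundant genes of the selection rule, the largest increases were LEFTY2, a protein-coding gene, at 8.87 (SE 0.465, edgeR adjusted p 8.26e-12), and the long noncoding RNAs LOC105374971 at 8.21 (SE 0.62, adjusted p 1.92e-08) and LOC105375710 at 7.05 (SE 0.78, adjusted p 4.92e-05). The largest decreases were SFRP1 at -7.56 (SE 0.59, adjusted p 5.11e-08), PRTG at -6.77 (SE 0.61, adjusted p 3.67e-07) and ZIC2 at -6.415 (SE 0.345, adjusted p 4.51e-11).

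Of the 16 genes of the fixed naive-state list, 15 were among the counted genes and 11 passed the filter on low counts. In chromatin 8 of the 11 were higher and 0 lower in naive than in primed cells. The result was the same adjusted over the list alone and at an unadjusted p under 0.05. The higher genes include TFAP2C at 4.35 (SE 0.37, edgeR adjusted p 4.43e-09) and DPPA3 at 3.175 (SE 0.53, adjusted p 9.04e-05), the latter with a mean of only 1.06 CPM in naive chromatin. FGF4 was at least 7.13-fold higher, a bound set by the depth of primed chromatin replicate 2. KLF17, at 0.98 (SE 0.59, adjusted p 0.176), was not called. It lay near the floor, with 7, 10 and 10 counts in the naive chromatin libraries. Fibroblast chromatin had 44, 21 and 31 counts of KLF17. Of 14 tested primed-state genes, 1 was higher (DNMT3B, 0.83) and 10 lower, and adjusted over the list alone 1 was higher and 11 lower. DUSP6 was at -5.53 (SE 0.96, adjusted p 0.000622). Of 6 tested shared pluripotency genes, 1 was higher (PRDM14, 1.48) and 0 lower over all genes and adjusted over the list alone, with 1 lower at an unadjusted p under 0.05. POU5F1 was at -0.38 (SE 0.26, adjusted p 0.262) and NANOG at 0.02 (SE 0.27, adjusted p 0.963). Without primed chromatin replicate 2, POU5F1 passed the threshold at -0.61 and 3 genes of this list were called, and without naive chromatin replicate 1 there were 2. The list also had 2 called genes with DESeq2, with no filter on low counts and with the replicate block. DNMT3B and PRDM14 are named because the counts are of 1 gene, after their values were seen.

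Of 17 tested genes of the perinucleolar compartment and rRNA synthesis list, 0 were higher and 5 lower in naive than in primed chromatin over all genes and adjusted over the list alone, and 0 and 6 at an unadjusted p under 0.05. These were PTBP1 at -1.10 (SE 0.29, edgeR adjusted p 0.00481), RMRP, the RNA of RNase MRP, at -1.99 (SE 0.50, adjusted p 0.00431), NCL at -0.87 (SE 0.32, adjusted p 0.0354), FBL at -0.73 (SE 0.24, adjusted p 0.0183) and POLR2A at -1.28 (adjusted p 0.000525), the last named after its value was seen. Only 1 of the list was called without primed chromatin replicate 1, with PTBP1 at -0.72, RMRP at -1.655, NCL at -0.47 and FBL at -0.46, none of these 4 past the threshold. The count was 3 without naive chromatin replicate 2, 3 without mitochondrial and rRNA genes, 3 in the fit to the compared groups, and 8 without naive chromatin replicate 1. In the first 3 of these fits NCL and FBL were not called, and NCL also lost its call without naive chromatin replicate 3. CELF1 was at 0.29 (SE 0.21, adjusted p 0.304) and RPPH1, the RNA of RNase P, at 0.06 (SE 0.54, adjusted p 0.942). Of the pre-rRNA copies, which share reads, RNA45SN4 was at -0.26 in chromatin (SE 0.42, adjusted p 0.655). In the cytosol it was 2.46 higher in naive than in primed cells (SE 0.445, adjusted p 0.000211).

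Among the 4428 tested repeats, 417 were higher and 614 lower in naive than in primed chromatin (edgeR adjusted p under 0.05). The alternative that moved this count of 1031 most was scaling by total counts, with 29 higher and 15 lower. The split was 227 higher and 701 lower with median-of-ratios size factors, 974 and 410 with the factors of the gene table, and 84 and 77 without simple and small-RNA repeats. Without primed chromatin replicate 1 the count was 268. Of 14 tested satellites of the fixed list, 3 were higher and 0 lower over all repeats and adjusted over the list alone (5 and 0 at an unadjusted p under 0.05), namely ALR/Alpha, SATR1 at 1.67 (SE 0.27, adjusted p 7.22e-05) and ACRO1 at 3.04 (SE 0.68, adjusted p 0.00137), with 2 to 5 called over the 14 alternatives. Of the 36 tested repeats of the wider fixed list, 13 were higher and 0 lower over all repeats and adjusted over the list alone (15 and 0 at an unadjusted p under 0.05). HERVK-int rose by 3.30 (SE 0.48, adjusted p 0.000487) and its long terminal repeat LTR5_Hs by 1.15 (SE 0.19, adjusted p 0.000102), HERVH-int by 1.16 (SE 0.28, adjusted p 0.00961), LTR7 by 0.96 (SE 0.25, adjusted p 0.0126) and L1HS by 0.64 (SE 0.17, adjusted p 0.00597). Of these 5, scaling by total counts left only HERVK-int past the threshold, and SATR1 lost its call there too. Without simple and small-RNA repeats HERVH-int, LTR7 and L1HS lost their calls, with DESeq2 L1HS lost its call, and LTR7 and L1HS also lost their calls without primed chromatin replicate 2, and L1HS without naive chromatin replicate 2. By the selection rule, LTR12D was at 1.73 (SE 0.28, adjusted p 0.000107), a call lost under scaling by total counts, and AluYa5 at -0.52 (SE 0.19, adjusted p 0.0412), a call lost under 8 of 14 alternatives. These were the fits without naive chromatin replicates 1, 2 or 3 or primed chromatin replicate 1, no filter, the replicate block, the factors of the gene table and scaling by total counts, and over the 14 the value lay between -0.86 and -0.23. LSU-rRNA_Hsa, the 28S rRNA entry, was at -0.66 (SE 1.08, adjusted p 0.7).

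**Figure D3:**
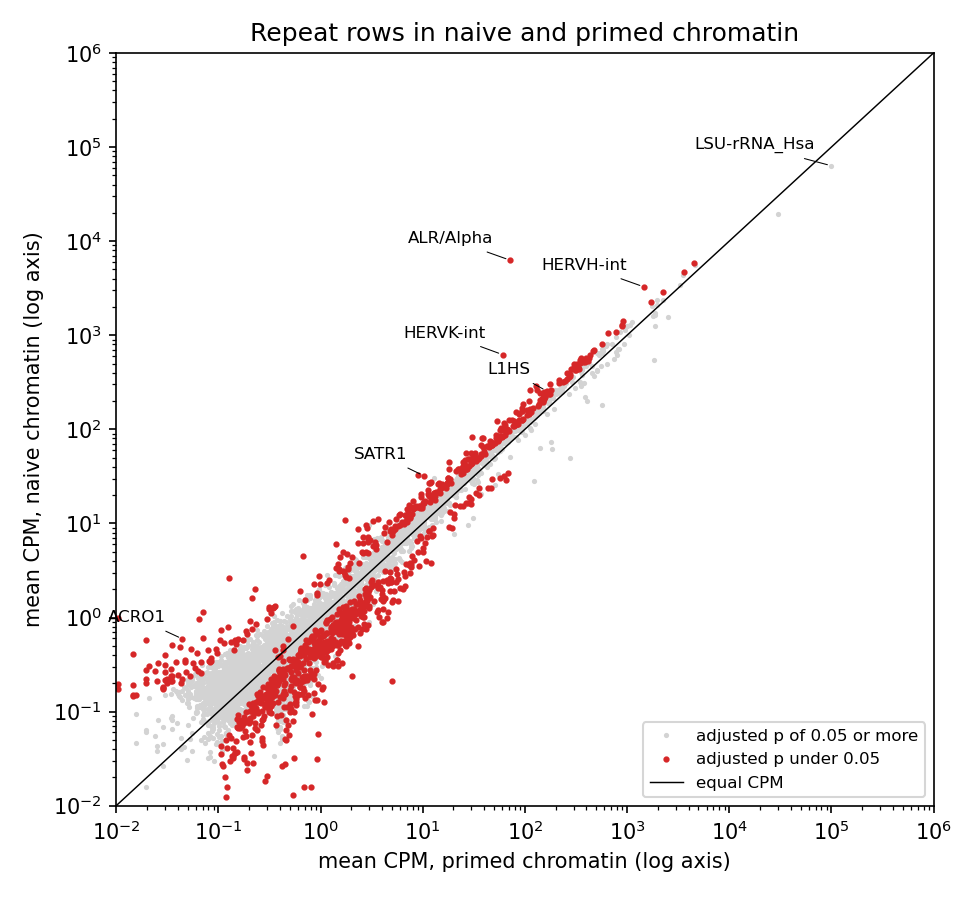
Each point is 1 repeat, with its mean CPM in primed chromatin on the x axis and in naive chromatin on the y axis (both log axes, 3 libraries each), red where the adjusted p was under 0.05, and the line marks equal CPM. ALR/Alpha lies farthest above the line among abundant repeats, at 6289 against 71.3 CPM.

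Against fibroblast chromatin, 6434 genes were higher and 7657 lower in naive cells, and 5727 were higher and 6015 lower in primed cells. Median-of-ratios size factors turned both majorities, with 8212 higher and 6030 lower in naive cells, where they moved the median of all genes by 0.371, and 6764 higher and 5184 lower in primed cells. The genes that differed most in naive cells by the selection rule were LINC01194, GALNT17 and CECR2, at least 2420-fold, 1870-fold and 1500-fold higher, and COL3A1 and DCN, at least 10600-fold and 11000-fold lower. COL6A3 was at -12.74 (SE 0.49, edgeR adjusted p 1.71e-16). In primed cells, by the same rule, PTPRZ1, NLGN4X and TRIM71 were at least 1790-fold, 2950-fold and 1560-fold higher, and DCN and COL3A1 were at least 395-fold and 381-fold lower, bounds set by the depth of primed chromatin replicate 2. COL6A3 was at -11.97 there (SE 0.50, adjusted p 1.73e-15). Of 12 tested genes of the fibroblast list, 12 were lower in naive and 11 in primed cells than in fibroblasts, over all genes and adjusted over the list alone, with S100A4 as the exception in primed cells.

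Of the repeats, 810 were higher and 1119 lower in naive than in fibroblast chromatin, and 397 were higher and 552 lower in primed than in fibroblast chromatin. Scaling by total counts, which moved the medians by 1.89 and 1.61, gave 2761 higher and 115 lower for naive cells and 2313 and 74 for primed cells. Without simple and small-RNA repeats the splits were 329 and 287 for naive cells and 197 and 169 for primed cells, and the factors of the gene table gave 240 and 1039 for primed cells. The primed count of 949 fell to 616 without primed chromatin replicate 3. By the selection rule (a mean log2 CPM of at least 3 and no overlap between the groups), the highest repeats in naive cells besides ALR/Alpha were HERVH-int at 4.73 (SE 0.32, edgeR adjusted p 5.93e-08) and HERVK-int at 4.20 (SE 0.50, adjusted p 1.8e-05). The lowest were LSU-rRNA_Hsa at -3.835 (SE 1.21, adjusted p 0.0212), the 5S rRNA entry 5S at -3.78 (SE 0.825, adjusted p 0.00246) and the 18S entry SSU-rRNA_Hsa at -3.63 (SE 1.19, adjusted p 0.0256). SSU-rRNA_Hsa lost its call without naive chromatin replicate 1 or fibroblast chromatin replicates 2 or 3, and it and LSU-rRNA_Hsa lost theirs with no filter and in the fit to the compared groups. In primed cells the highest by that rule were HERVH-int at 3.57, LTR7 at 2.89 and SATR2 at 2.14, and the lowest were L1M4c at -2.265, CER at -1.86 and ALR/Alpha, with the calls of L1M4c and CER lost under scaling by total counts. Of the 14 satellites, 6 were higher and 5 lower in naive cells than in fibroblasts, and adjusted over the list alone 6 and 6. ACRO1, at -1.14 (SE 0.42, adjusted p 0.0274), was among the lower ones and lost its call in 4 of the 6 fits that left out a library. The call was also lost with DESeq2 (-1.24) and in the fit to the compared groups (-1.12), and scaling by total counts reversed the value to 0.725.

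In the cytosol, 2632 genes were higher and 2027 lower in naive than in primed cells (edgeR adjusted p under 0.05). The counts were 6664 and 4204 for naive cells against fibroblasts, and 6475 and 4413 for primed cells against fibroblasts. FGF4 was 8.72 higher (SE 0.61, adjusted p 1.8e-08) and ZIC2 was at -5.74 (SE 0.34, adjusted p 1.55e-10) in naive against primed cytosol. Of the repeats, 148 were higher and 68 lower between naive and primed cells, 473 and 435 between naive cells and fibroblasts, and 522 and 448 between primed cells and fibroblasts. Scaling by total counts gave 14 and 156, 653 and 100, and 2643 and 82 in the same order. Median-of-ratios size factors gave 364 and 527 for naive cells against fibroblasts and 398 and 545 for primed cells against fibroblasts, and the factors of the gene table gave 672 and 381 for naive cells against fibroblasts. Without fibroblast cytosol replicate 2, the counts were 583 for naive cells and 601 for primed cells against fibroblasts. The count of 216 between naive and primed cells was 101 without naive cytosol replicate 3. HERVK-int was 4.68 higher in naive than in primed cytosol (SE 0.51, adjusted p 0.000101).

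Chromatin was compared with cytosol to find which RNAs stay with chromatin in each cell type. In naive cells 6379 genes were higher and 6648 lower in chromatin, in primed cells 4437 and 4800, and in fibroblasts 5388 and 3322. The majority in naive and primed cells depended on the scaling. Median-of-ratios size factors gave 7636 higher and 6055 lower in naive cells, 5572 and 4349 in primed cells and 4375 and 4098 in fibroblasts. Without mitochondrial and rRNA genes the split was 7077 and 6248 in naive cells. The primed count of 9237 fell to 5341 without primed chromatin replicate 3. The 6 fixed cytosolic mRNAs were lower in chromatin in each of the 3 cell types, over all genes and adjusted over the list alone. GAPDH was at -4.84 in naive cells (SE 0.35, edgeR adjusted p 3.45e-11), at -2.745 in primed cells (SE 0.32, adjusted p 5.38e-07) and at -2.05 in fibroblasts (SE 0.31, adjusted p 1.16e-05). Of the 4 tested chromatin-retained RNAs, 0 were higher and 1 lower (TUG1, -0.64) in naive chromatin, 0 were called in primed chromatin and 2 were higher (MALAT1 and MEG3) in fibroblast chromatin, over all genes, adjusted over the list alone and at an unadjusted p under 0.05. MALAT1 was at -0.80 (SE 0.45, adjusted p 0.135), -0.35 (SE 0.48, adjusted p 0.577) and 1.95 (SE 0.47, adjusted p 0.00303) in naive cells, primed cells and fibroblasts. NEAT1 was at 0.95 (SE 0.72, adjusted p 0.274), -0.02 (SE 0.79, adjusted p 0.988) and 0.50 (SE 0.72, adjusted p 0.628). In naive cells the call of TUG1 was lost without naive chromatin replicate 3, with DESeq2, with median-of-ratios size factors and in the fit to the compared groups, and 4 of the list were called with the replicate block. With the replicate block, NEAT1 was at 1.01 with an adjusted p of 3.84e-05 (range over its 12 alternatives 3.84e-05 to 0.752) and MALAT1 at -0.75 with an adjusted p of 0.0078 (range 0.0078 to 0.961). With no filter MALAT1 also passed the threshold in naive cells at -0.71 and NEAT1 at 1.03, in opposite directions, and without naive cytosol replicate 1 MALAT1 was past it at -1.14. In fibroblasts 1 of the list was called with DESeq2 and 4 with the replicate block. The TMM factors of the genes were from 1.57 to 2.11 in naive chromatin and from 0.487 to 1.09 in naive cytosol. No alternative scaled the genes by total counts alone. The signs of MALAT1 and TUG1 in naive cells are therefore relative to the other genes and were not tested under such a scaling.

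RPPH1 was lower in chromatin at -7.38, -6.18 and -5.23 in naive cells, primed cells and fibroblasts, with adjusted p (edgeR) of 7.26e-09, 3.46e-07 and 1.23e-06. RMRP was lower in naive chromatin at -2.39 (SE 0.51, adjusted p 0.000455) and not called in primed cells at 0.21 (SE 0.485, adjusted p 0.744) or fibroblasts at 0.485 (SE 0.49, adjusted p 0.467). RNA45SN4 was higher in chromatin at 2.09 (SE 0.44, adjusted p 0.000244), 4.81 (SE 0.495, adjusted p 1.01e-07) and 2.415 (SE 0.445, adjusted p 0.000115). The genes most enriched in chromatin by the selection rule were the long noncoding RNAs LOC105379087 at 2.855, LOC107985710 at 2.84 and LINC00693 at 2.84 in naive cells. In primed cells they were LOC124905331 at 5.26, MIR3648-2 at 5.08 and RNA45SN1 at 4.82, 3 entries whose reads could be shared with copies elsewhere. In fibroblasts they were LOC124909415 at 3.08, MIR924HG at 3.07 and LOC101926953 at 3.04. The genes most depleted by that rule besides RPPH1 were the pseudogenes FTLP3 at -6.01 and FTH1P10 at -5.60 in naive cells, FTLP3 at -4.14 and RPS12P22 at -3.695 in primed cells, and in fibroblasts the Y RNAs RNY3 at -8.045 and RNY1 at -6.32 and the pseudogene BCYRN1P1 at -6.26. The pseudogene values are uncertain, since reads of their parent genes could have been counted there.

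Of the repeats, 969 were higher and 1398 lower in chromatin in naive cells, 575 and 1269 in primed cells, and 707 and 802 in fibroblasts. The direction of the majority depended on the scaling. The factors of the gene table, which moved the medians by 0.661, 0.466 and 0.831, gave 1713 and 943, 1376 and 805, and 1463 and 334. Scaling by total counts, which moved them by 2.73, 1.40 and 1.72, gave 3020 and 77, 1751 and 41, and 1893 and 54. In fibroblasts, median-of-ratios size factors gave 522 and 1019, and leaving out simple and small-RNA repeats gave 120 and 221. The primed count of 1844 fell to 900 without primed chromatin replicate 3, and without fibroblast cytosol replicate 2 the fibroblast count of 1509 fell to 986. By the selection rule, HERVL-int at 1.66 and L1PBa1 at 1.60 were most enriched in naive chromatin besides ALR/Alpha. MER45C at 4.48, FordPrefect at 4.19 and U3 at 2.36 were most enriched in primed chromatin. In fibroblast chromatin they were FordPrefect at 1.91, MER45C at 1.735 and HERV9-int at 1.715. RNA45SN4, scaled with the genes, was at 4.81 in primed cells and 2.415 in fibroblasts. As the counting rule is not stated, reads of pre-rRNA could have been counted in MER45C and FordPrefect. Whether these 2 repeats are enriched apart from pre-rRNA was not tested. U3 lost its call with the replicate block and without primed chromatin replicates 1 or 3 or primed cytosol replicates 1 or 2, and in fibroblasts FordPrefect and MER45C lost theirs without cytosol replicates 1 or 2, with the replicate block and without simple and small-RNA repeats, and FordPrefect also without cytosol replicate 3. The most depleted by that rule were SSU-rRNA_Hsa at -6.00, 7SLRNA at -5.17 and LSU-rRNA_Hsa at -4.775 in naive chromatin. In primed chromatin they were SSU-rRNA_Hsa at -4.19, 7SK at -3.37 and 7SLRNA at -2.895, and in fibroblast chromatin BC200 at -6.155, tRNA-Gln-CAA at -6.04 and tRNA-Glu-GAG_ at -5.45. In naive cells SSU-rRNA_Hsa and LSU-rRNA_Hsa lost their calls in the fit to the compared groups. In primed cells the call of SSU-rRNA_Hsa was lost without chromatin replicates 2 or 3 or cytosol replicate 3, and that of 7SLRNA without chromatin replicate 3, in the fit to the compared groups and under scaling by total counts.

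The chromatin/cytosol ratio itself was compared between cell types with interaction terms. Against primed cells, 74 genes had a higher and 1052 a lower ratio in naive cells (edgeR adjusted p under 0.05). Without mitochondrial and rRNA genes the split was 245 and 643. The count of 1126 was 40 without primed chromatin replicate 1 and 2362 without naive chromatin replicate 1, and the replicate block gave 2379. A fit added after the data were seen, without both libraries of primed replicate 1, gave 1 gene, with 1678 at an unadjusted p under 0.05. Against fibroblasts, 156 genes had a higher and 2819 a lower ratio in naive cells, and 501 and 1606 with median-of-ratios size factors. The count of 2975 fell to 1855 without naive cytosol replicate 3. Between primed cells and fibroblasts, 68 genes had a higher and 142 a lower ratio, and the direction depended on the scaling, with 186 and 33 under median-of-ratios size factors and 91 and 432 without mitochondrial and rRNA genes. Over the fits that left out 1 library, that count of 210 ranged from 37 without fibroblast chromatin replicate 1 to 668 without primed chromatin replicate 1. It was 850 in the fit to the compared groups and 1733 with the replicate block. Of the repeats, 8 had a higher and 170 a lower ratio in naive than in primed cells, 42 and 283 in naive cells than in fibroblasts, and 38 and 45 in primed cells than in fibroblasts. The count of 178 was 28 without primed chromatin replicate 1 and 325 without primed chromatin replicate 3, and the count of 83 was 45 without fibroblast chromatin replicate 1. Scaling by total counts gave 0 called repeats for naive against primed cells, with 17.7% of the 4126 tested there at an unadjusted p under 0.05, then 7 and 0, and 4 and 0. For naive cells against fibroblasts the split was 46 and 61 without simple and small-RNA repeats. For primed cells against fibroblasts it was 45 and 21 with median-of-ratios size factors, 48 and 469 with the factors of the gene table, and 22 and 6 without simple and small-RNA repeats.

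Of single RNAs, GAPDH had a lower ratio in naive cells than in primed cells at -2.09 (SE 0.43, edgeR adjusted p 0.00646) and than in fibroblasts at -2.78 (SE 0.43, adjusted p 0.000108). RMRP was at -2.61 (SE 0.70, adjusted p 0.034) and -2.88 (SE 0.70, adjusted p 0.00783). RNA45SN4 was at -2.72 against primed cells (SE 0.61, adjusted p 0.0104) and at -0.32 against fibroblasts (SE 0.60, adjusted p 0.816), and primed cells exceeded fibroblasts by 2.39 (SE 0.605, adjusted p 0.0529). Without primed chromatin replicate 1, the values against primed cells were -1.53 for GAPDH, -2.26 for RMRP and -2.70 for RNA45SN4, and none of these 3 passed the threshold, as was also the case in the fit to the compared groups. Without naive cytosol replicate 3 the value of RNA45SN4 was -1.923, still past the threshold. RMRP lost that call in 9 of the 12 fits that left out a library, this one included, and its call against fibroblasts without naive cytosol replicate 3, at -2.155. The ratio of RNA45SN4 between primed cells and fibroblasts passed the threshold under 6 of 17 alternatives.

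**Figure D4:**
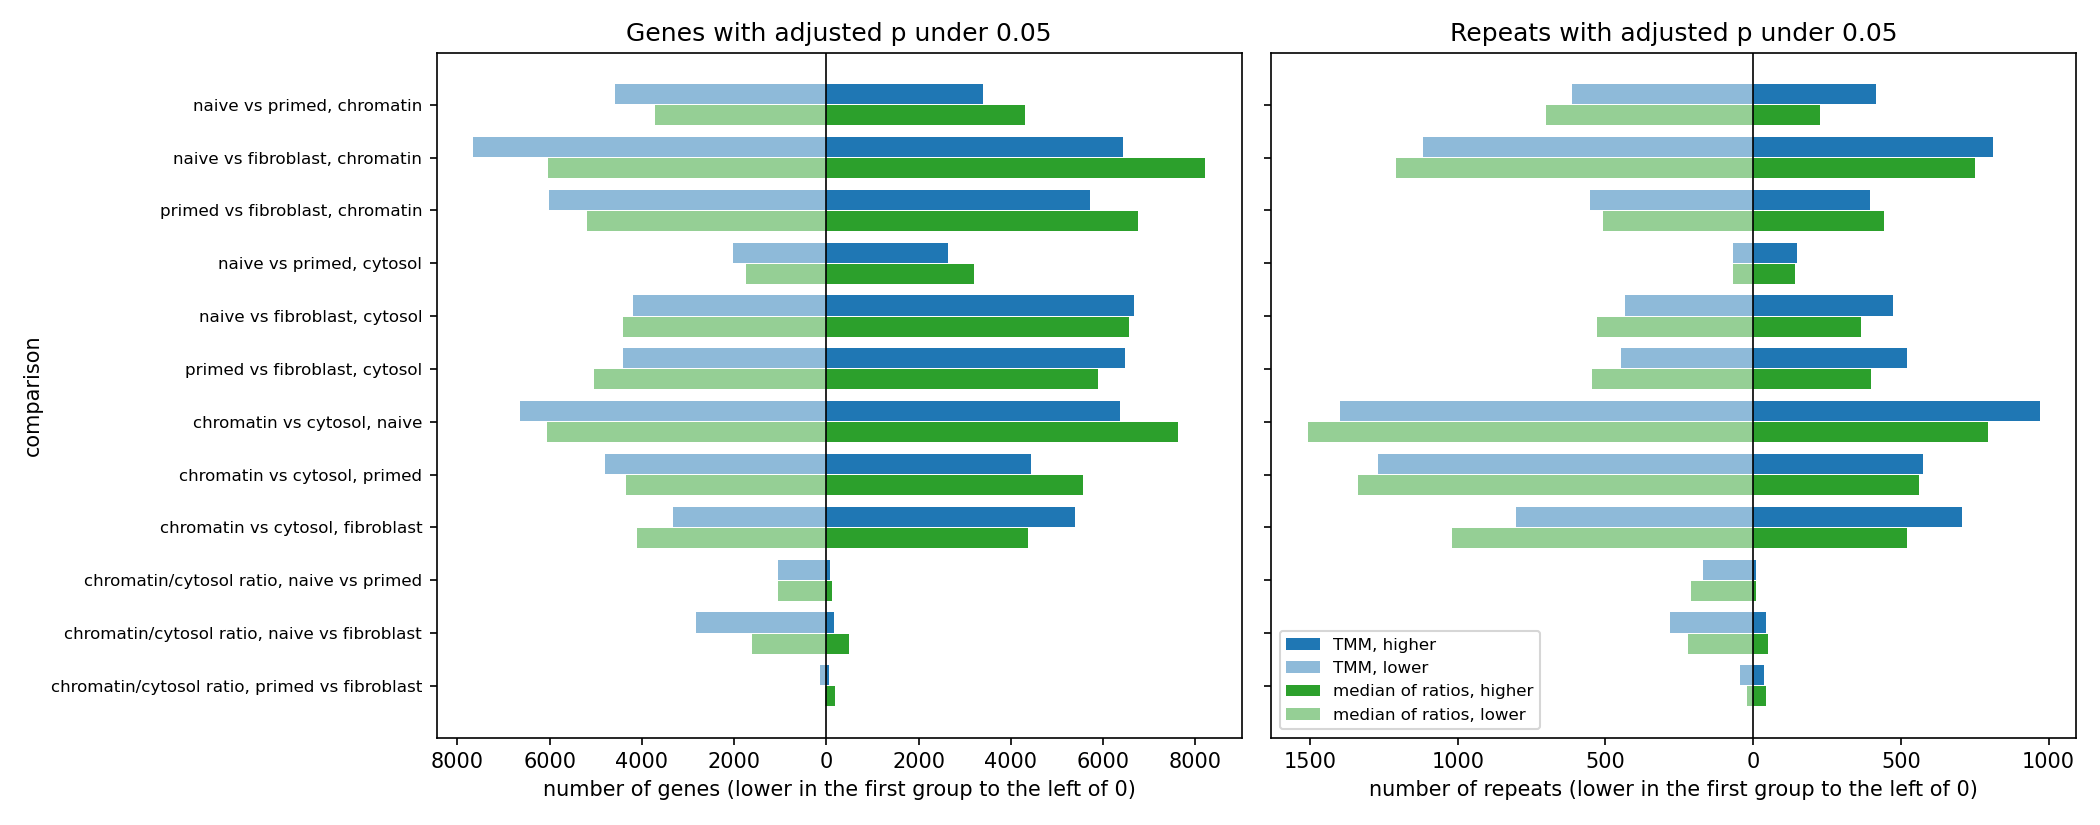
Bars give the number of genes (left) and repeats (right) with an adjusted p under 0.05 in each comparison, higher in the first group to the right of 0 and lower to the left, under TMM (blue) and median-of-ratios size factors (green). The ratio of naive against primed cells had 74 genes higher and 1052 lower under TMM.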

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

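The tests in this part were chosen only after the results were seen. Each result here is a difference between cell types in the chromatin/cytosol ratio, found by the interaction term of edgeR. The counts of genes were 1126 for naive against primed cells, 2975 for naive cells against fibroblasts and 210 for primed cells against fibroblasts. The counts of repeats were 178, 325 and 83 in the same order. For each of these 6 counts, the 6 same-numbered pairs of libraries were also divided in each of the 10 possible ways, in fits to the compared groups. In each case 1 of the 10 splits, the real one, gave as many calls, and the other 9 gave 0 calls, with from 28 to 776 genes and from 10 to 195 repeats at an unadjusted p under 0.05. The real splits gave 3412, 4272 and 3506 genes and 771, 871 and 608 repeats at that unadjusted p, and 217, 1694 and 850 genes and 92, 402 and 122 repeats after adjustment. Since 10 splits cannot give a share under 0.1, a chance division of the libraries and a difference between cell types cannot be told apart by this count.

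Scaling was weighed as a cause of the excess of lower ratios, by the lowest share of calls that were lower under the other scalings that raise the median ratio difference and keep at least 10% of the number of calls. For genes this share was 72.4% for naive against primed cells (without mitochondrial and rRNA genes) and 76.2% for naive cells against fibroblasts (median of ratios), against 93.4% and 94.8% in the values reported. These shares argue against scaling as the whole cause of the excess. For primed cells against fibroblasts the share fell from 67.6% to 15.1% with median-of-ratios size factors, so the direction of the 210 genes may come from the scaling. For the repeats of that comparison the share fell from 54.2% to 21.4% without simple and small-RNA repeats, so the direction of the 83 repeats may also come from the scaling, or from the set of repeats tested. For the other repeats the lowest share was 86.3% for naive against primed cells (factors of the gene table) and 57% for naive cells against fibroblasts (without simple and small-RNA repeats), against 95.5% and 87.1% in the values reported. These ratios are raised most by scaling by total counts, which gave 0 calls in the first, with 17.7% of the 4126 tested repeats at an unadjusted p under 0.05, and 7 calls in the second. For these 178 and 325 repeats, scaling and a difference between the cells cannot be told apart, because that scaling leaves too few calls to compare.

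The lower ratios of genes in naive than in primed cells could come from more cytoplasmic RNA in the primed chromatin fractions. The 13 mitochondrially encoded mRNAs lie outside the nucleus in any cell, and were summarised by their median log2 CPM in each library. They lie within mitochondria, so they tell where mitochondria went and need not follow cytosolic mRNA. Their ratio difference was -3.72 (SE between libraries 1.65, t test p 0.0539), and -2.93 (SE 1.64, p 0.117) without primed chromatin replicate 1. The primed cytosol library of the same number had a mitochondrial share of only 0.728% and also raises the primed ratio. Without both libraries the difference was -1.78 (SE 1.13, p 0.167). More cytoplasmic RNA in primed chromatin therefore cannot be told apart from a difference between the cells, because the mitochondrial mRNAs vary too much between the libraries of a group. Primed chromatin replicate 1, with a mitochondrial share of 15.4%, is not the whole cause. Without it the 6 cytosolic mRNAs, summarised in the same way, still had a difference of -1.17 (SE 0.357, p 0.0135), against -1.46 with it, and of -1.13 (SE 0.404, p 0.0308) without both libraries. The number of called genes fell from 1126 to 40 without primed chromatin replicate 1 and to 1 without both (1678 at an unadjusted p under 0.05), fits in which primed chromatin keeps 1 deep and 1 shallow library. The fit without primed chromatin replicate 3 keeps such a pair too, and its count stayed within 1.5 times of 1126. Keeping such a pair is therefore not enough to give the fall, and which single genes differ rests on replicate 1. The low depth of primed chromatin replicate 2 is not the cause either, since leaving out that library gave 1305 genes. A difference between the culture states in how much mRNA is held at chromatin stays open and was not tested apart from the purity of the fractions.

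For naive cells against fibroblasts, more cytoplasmic RNA in fibroblast chromatin is a candidate explanation of the lower ratios. By the same summary the mitochondrially encoded mRNAs had a difference of -3.44 (SE 0.841, p 0.00345), and the 6 cytosolic mRNAs of -1.39 (SE 0.266, p 0.000799). The first value could come from where the mitochondria went in the fractionation, and does not by itself show cytosolic mRNA in fibroblast chromatin. A difference between the cell types stays open, as the design cannot separate it from how well each cell type was fractionated.

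GAPDH had a ratio difference of -2.09 for naive against primed cells and of -2.78 for naive cells against fibroblasts. It is a cytosolic mRNA of the fixed list, so the candidate explanation given for the genes as a whole in the second comparison covers it too. The values for the mitochondrial mRNAs, -3.44 there and -3.72 in the first comparison, leave it open, since those mRNAs follow mitochondria. Without primed chromatin replicate 1 the first value of GAPDH was -1.53 and did not pass the threshold. RMRP was at -2.61 and -2.88 in the same comparisons, and without that library at -2.26 in the first, which also did not pass. RMRP shares the direction of the cytosolic mRNAs, so cytoplasmic RNA in the primed and fibroblast chromatin may contribute. For chromatin against cytosol, RMRP was at 0.21 in primed cells (SE 0.485) and 0.485 in fibroblasts (SE 0.49). The highest of the 6 cytosolic mRNAs were at -1.69 and -1.20. These values argue against such RNA as the whole cause for RMRP. A change of where RMRP lies in naive cells stays open and was not tested.

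RNA45SN4, a pre-rRNA copy, had a ratio difference of -2.72 for naive against primed cells, and -2.70 without primed chromatin replicate 1, no longer past the threshold. The call was also lost in the fit to the compared groups, at -2.69. Without naive cytosol replicate 3, whose pre-rRNA share was 0.852% against 0.0985% and 0.25% in the other naive cytosol libraries, the value was -1.923, so that library gives part of the difference. Chromatin RNA left in the naive cytosol could lower this ratio, and would lower it for other chromatin RNAs too. The 4216 genes enriched in fibroblast chromatin by more than 1 on the log2 scale went the other way, with a median difference of 0.371 (from 0.232 to 0.821 over the fits that left out 1 library). These genes decide little, since their median chromatin/cytosol value in primed cells was only 0.881, against 4.81 for RNA45SN4, and a small carried-over share would hardly lower it. The highest of these medians, 0.821, came from the fit without naive cytosol replicate 3. Other chromatin RNAs shifted with that library too. Without it the chromatin/cytosol value in naive cells went from 2.84 to 3.84 for LINC00693 and from 2.05 to 2.59 for alpha satellite, so the change was not of nucleolar RNA alone. Chromatin RNA left in the naive cytosol cannot be told apart from a difference between the cells in pre-rRNA processing or release, because no set of RNAs as enriched in chromatin as pre-rRNA was tested. Reads shared with the other pre-rRNA copies could not be separated, because the counting rule is not stated.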

How the results depend on the processing

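The alternatives were set before the data were examined, other than 1 added after the data were seen, a fit of the gene ratio of naive against primed cells without both libraries of primed replicate 1, which gave 1 gene, with 1678 at an unadjusted p under 0.05. Of the 36 summary results (12 comparisons each of genes, repeats and alpha satellite), 20 did not change call, direction or count by over 1.5 times in any fit that left out 1 library. The naive against primed and naive against fibroblast values of alpha satellite, in both fractions, passed the threshold in the same direction under each of their 14 alternatives. Where no cause is given below, the cause was not tested.

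DESeq2 gave 431 genes for the ratio of primed cells against fibroblasts and 685 repeats for naive against primed chromatin. Under DESeq2 alpha satellite passed the threshold for chromatin against cytosol in primed cells (1.01) and for the ratio of naive cells against fibroblasts (1.86). An absolute log2 fold change of at least 1, a stricter rule, left 644 repeats for naive against primed chromatin. The fit to the compared groups only has fewer libraries to estimate variation, which was not tested as a cause of its changes. It gave 5080 genes for naive against primed chromatin. For the ratios of naive against primed and naive against fibroblast cells it gave 217 and 1694 genes. The ratio of primed against fibroblast cells went the other way, from 210 to 850 genes. This fit gave 132 repeats for naive against primed cytosol, 570 for naive against fibroblast cytosol and 92 for the ratio of naive against primed cells. Alpha satellite then lost its call for chromatin against cytosol in naive cells (1.99) and gained one in primed cells (1.12) and for the ratio of primed cells against fibroblasts (0.76). No filter on low counts gave 411 genes for the ratio of primed cells against fibroblasts, and alpha satellite lost its call for primed against fibroblast chromatin (-1.325).

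The factors of the gene table gave 517 repeats for the ratio of primed cells against fibroblasts, and a call of alpha satellite for chromatin against cytosol in primed cells (1.64). Without mitochondrial and rRNA genes, 523 genes had a different ratio between primed cells and fibroblasts. Scaling by total counts gave 44 repeats for naive against primed chromatin, 2387 for primed against fibroblast chromatin and 2725 for primed against fibroblast cytosol. For the ratios it gave 0 repeats (17.7% of the 4126 tested at an unadjusted p under 0.05) for naive against primed cells, 7 for naive cells against fibroblasts and 4 for primed cells against fibroblasts. Alpha satellite was reversed for primed against fibroblast chromatin (0.51), lost its call for primed against fibroblast cytosol (-0.29), and gained calls for chromatin against cytosol in primed cells (2.82) and in fibroblasts (2.02). The rRNA share of repeat counts, 1.59% to 97.1% over libraries, enters this scaling directly.

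Without simple and small-RNA repeats fewer repeats are tested, which lowers the counts by construction. The counts were 161, 616 and 366 in chromatin (naive against primed, naive against fibroblast, primed against fibroblast), 351 and 274 in the cytosol (naive and primed cells against fibroblasts), 483, 326 and 341 for chromatin against cytosol (naive cells, primed cells, fibroblasts) and 56, 107 and 28 for the ratios (naive against primed, naive against fibroblast, primed against fibroblast). Alpha satellite was reversed for chromatin against cytosol in fibroblasts (-0.50) and passed the threshold for the ratio of naive cells against fibroblasts (1.875).

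The replicate block pairs libraries by number. The numbers paired the fractions of naive cells, but the correlations of same-numbered libraries were -0.09 to 0.12 for the fractions of primed cells, 0 to 0.01 for those of fibroblasts and -0.16 to 0.13 between cell types, so there the block joins libraries that share only a number. The block gave 2379 and 1733 genes for the ratios of naive against primed and primed against fibroblast cells, and 128 repeats for the latter. Alpha satellite passed the threshold under the block for chromatin against cytosol in primed cells (0.99), and for the ratios of naive against primed cells (1.25) and naive cells against fibroblasts (1.93). The block changed no other call of alpha satellite and moved no other of these counts by over 1.5 times.

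Fits that each left out 1 library gave from 4143 (without primed chromatin replicate 1) to 9787 genes (without naive chromatin replicate 1) for naive against primed chromatin, from 5341 (without primed chromatin replicate 3) to 8870 for chromatin against cytosol in primed cells, from 40 (without primed chromatin replicate 1) to 2362 (without naive chromatin replicate 1) for the ratio of naive against primed cells, from 1855 (without naive cytosol replicate 3) to 4095 (without naive chromatin replicate 1) for that of naive cells against fibroblasts, and from 37 (without fibroblast chromatin replicate 1) to 668 (without primed chromatin replicate 1) for that of primed cells against fibroblasts. For repeats they gave from 268 (without primed chromatin replicate 1) to 1131 for naive against primed chromatin, from 1574 to 1969 for naive against fibroblast chromatin, from 616 (without primed chromatin replicate 3) to 953 for primed against fibroblast chromatin, from 101 to 267 for naive against primed cytosol, from 583 to 1042 for naive against fibroblast cytosol and from 601 to 887 for primed against fibroblast cytosol. They gave from 2063 to 2371 repeats for chromatin against cytosol in naive cells, from 900 to 1895 in primed cells and from 986 to 1403 in fibroblasts, from 28 to 325 for the ratio of naive against primed cells, from 230 to 333 for that of naive cells against fibroblasts and from 45 to 105 for that of primed cells against fibroblasts. For alpha satellite they gave from -1.491 to -1.315 for primed against fibroblast chromatin, with the call lost in each of the 6 fits, and from 1.34 to 2.28 for the ratio of naive cells against fibroblasts, past the threshold without naive cytosol replicate 3. The 208564 gene counts of primed chromatin replicate 2 limit the primed chromatin group, so that without replicates 1 or 3 that group rests on 1 other library of full depth.

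Among the genes and repeats named singly and the lists, 1638 values kept their call and direction, or their count within 1.5 times, although some moved in size, 85 were weaker, 18 stronger, 20 moved and 27 reversed. The reversed ones lay near 0, other than ACRO1 and RNA45SN4. For naive against primed chromatin, NANOG was at -0.087 under the block and from -0.14 to 0.29 over fits that left out 1 library, RPPH1 from -0.23 to 0.40, RNA45SN4 from -0.61 to 0.0051 and LSU-rRNA_Hsa from -1.195 to 0.27. For chromatin against cytosol in primed cells, NEAT1 was at 0.13 with DESeq2, 0.12 with median-of-ratios size factors, 0.0018 with no filter, 0.12 under the block and from -0.33 to 0.20 over fits that left out 1 library, and RMRP lay from -0.14 to 0.61 over those fits. For the ratio of primed cells against fibroblasts, RMRP was at 0.095 with DESeq2, 0.10 with median-of-ratios size factors, 0.11 in the fit to the compared groups and from -0.63 to 0.12 over fits that left out 1 library. For the ratio of naive cells against fibroblasts, RNA45SN4 was at 0.065 with DESeq2, 0.065 with median-of-ratios size factors, 0.25 in the fit to the compared groups and from -0.75 to 0.80 over fits that left out 1 library. ACRO1 was at 0.725 for naive against fibroblast chromatin with total counts.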

Other observations

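The tests in this part were chosen only after the results were seen. For each of the 9 comparisons of 3 libraries against 3, and for genes and repeats alike, the 6 libraries were divided in each of the 10 possible ways in fits to the compared groups, and 1 of the 10 splits, the real one, gave as many calls. For genes the real splits gave from 4086 to 13221 calls and the other 9 splits 0, with from 0 to 3355 genes at an unadjusted p under 0.05, against 6219 to 13835 in the real splits (7652 in naive against primed chromatin, where the 3355 arose). For repeats the real splits gave from 132 to 2027 calls, and the others 0, except for up to 4 in naive against primed chromatin and up to 2 in naive against primed cytosol, with from 0 to 607 repeats at an unadjusted p under 0.05, against 481 to 2216 in the real splits (1262 in naive against primed chromatin, where the 607 arose). For chromatin against cytosol in naive cells, where the numbers pair the fractions, the 3 other splits that part all 3 pairs gave 0 genes and 0 repeats, with from 3 to 10 genes and from 10 to 15 repeats at an unadjusted p under 0.05. The other 6 part 1 pair each. With 10 splits the share cannot fall under 0.1, so a chance division and the groups cannot be told apart by this count alone.

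Alpha satellite reads in the cytosol could be chromatin RNA left in the cytosolic fraction. Pre-rRNA, an RNA of the nucleolus, would then fall from chromatin to cytosol by the same factor. In naive cells the log2 cytosol/chromatin value of alpha satellite minus that of pre-rRNA had a mean of -0.772 ± 0.827 (SD, 3 pairs of replicates), with 0.181, -1.31 and -1.19 in replicates 1, 2 and 3. With 3 values this far apart, carry-over and alpha satellite RNA that lies in the cytosol cannot be told apart there. In primed cells it was 3.14 ± 0.37 and in fibroblasts 1.21 ± 0.374, so alpha satellite reads there were more cytosolic than carry-over of chromatin RNA with its pre-rRNA would give. Leakage of nuclear RNA that is not held in the nucleolus, reads from other sequences counted as alpha satellite, and alpha satellite RNA that lies in the cytosol stay open and were not tested. RPPH1, of the perinucleolar compartment list, was lower in chromatin at -7.38, -6.18 and -5.23 in naive cells, primed cells and fibroblasts. RMRP, of the same list, was called lower only in naive cells. The cytosolic fraction could therefore hold RNA of the nucleus, and its values give a fraction, not a place in the cell.

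Longer genes tended to be higher in naive than in primed chromatin. Over the 20730 of 21200 tested genes with a length (97.8%), the Spearman correlation of the log2 fold change with gene length was 0.379, a value across genes, which are not independent replicates. Cytoplasmic mRNA in primed chromatin replicate 1 could give such a trend. Without that library the correlation was 0.283, and with no filter on low counts it was 0.149. By a simpler statistic, the difference of mean log2 CPM over the 5 libraries left, the correlation was 0.049, and other splits of those 5 libraries gave up to 0.331. The primed group there is 1 deep and 1 shallow library, and the 2 statistics weigh the shallow one differently, so that cytoplasmic RNA in that library and a trend of the cells cannot be told apart. Within single libraries the correlation of log2 CPM with length was from 0.499 to 0.571 in naive chromatin, 0.381 to 0.489 in primed chromatin and 0.332 to 0.356 in fibroblast chromatin.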
